# Modulation of the lung inflammatory response to ozone by the estrous cycle

**DOI:** 10.14814/phy2.14026

**Published:** 2019-03-07

**Authors:** Nathalie Fuentes, Noe Cabello, Marvin Nicoleau, Zissis C. Chroneos, Patricia Silveyra

**Keywords:** Air pollution, follicular phase, inflammation, luteal phase, sex hormones

## Abstract

Emerging evidence suggests that sex differences exist in the control of lung innate immunity; however, the specific roles of sex hormones in the inflammatory response, and the mechanisms involved are unclear. Here, we investigated whether fluctuations in circulating hormone levels occurring in the mouse estrous cycle could affect the inflammatory response to air pollution exposure. For this, we exposed female mice (C57BL/6J, 8 weeks old) at different phases of the estrous cycle to 2 ppm of ozone or filtered air (FA) for 3 h. Following exposure, we collected lung tissue and bronchoalveolar lavage fluid (BAL), and performed lung function measurements to evaluate inflammatory responses and respiratory mechanics. We found a differential inflammatory response to ozone in females exposed in the luteal phase (metestrus, diestrus) versus the follicular phase (proestrus, estrus). Females exposed to ozone in the follicular phase had significantly higher expression of inflammatory genes, including Ccl2, Cxcl2, Ccl20, and Il6, compared to females exposed in the luteal phase (*P *<* *0.05), and displayed differential activation of regulatory pathways. Exposure to ozone in the follicular phase also resulted in higher BAL neutrophilia, lipocalin levels, and airway resistance than exposure in the luteal phase (*P* < 0.05). Together, these results show that the effects of ozone exposure in the female lung are affected by the estrous cycle phase, and potentially hormonal status. Future studies investigating air pollution effects and inflammation in women should consider the menstrual cycle phase and/or circulating hormone levels.

## Introduction

The clinical course of inflammatory lung diseases is influenced by several factors including sex, hormones, and poor air quality (Doherty et al. 2009; Liptzin et al. 2015; Silva et al. 2017). Sex differences in lung disease incidence, prevalence, and severity have been noted for years, as well as increased prevalence rates for asthma, chronic obstructive pulmonary disease (COPD), and other inflammatory diseases in women versus men (Fuseini and Newcomb 2017; Tsiligianni et al. 2017; Center for Disease Control and Prevention, 2018; Shah and Newcomb 2018). The number of women diagnosed with asthma, bronchitis, emphysema, COPD, pneumonia, and lung cancer has significantly increased in the past decade at higher rates than for men, and the mortality associated with many of these conditions is also now higher for women than men (Martinez et al. 2007; Aryal et al. 2014; Jenkins et al. 2017). The current prevalence of asthma in adult women (10.4%) is almost double than that of men (6.2%) in the United States (US) (Center for Disease Control and Prevention, 2018). Women are also 40% more likely to develop COPD than men and account for more than half of all COPD deaths in the US (Ferrari et al. 2010). Accordingly, the risk of an asthma exacerbation requiring hospital admission is twice as high for women than for men (Hyndman et al. 1994; Johnston and Sears 2006). These sex differences, together with the observed crossover in the incidence of asthma versus age, where asthma trends move from higher rates in boys than girls before puberty to higher rates in women than men of reproductive age, suggest that hormonal factors may influence lung inflammatory responses to the environment (Postma 2007). However, little is known about the mechanisms behind these sex differences, and treatments for lung disease continue to be the same for male and female patients.

Air pollution exposure can trigger serious inflammatory responses in susceptible individuals. In patients with lung disease, particularly women, exposure to air pollutants has been associated with higher exacerbation and hospitalization rates and increased morbidity and mortality (Guarnieri and Balmes 2014; Kurt et al. 2016). Ground‐level ozone, one of the dominant air pollutants, is a reactive oxidant gas that can affect lung immunity and exacerbate symptoms in patients with lung disease (Hernandez et al. 2018). Numerous studies have shown that there is a link between short‐term ozone exposure and the incidence of asthma, idiopathic pulmonary fibrosis, and COPD, as well as dose‐dependent declines in spirometric measurements of lung function and increases in airway resistance, indicating that ozone is a potent toxicant for the respiratory system (Tager et al. 2005; Ciencewicki et al. 2008; Fernandez et al. 2015; Sesé et al. 2018).

Investigators have reported variations in lung disease prevalence and respiratory infection at different moments of women's reproductive life (Skobeloff et al. 1996). For example, many women experience lung disease exacerbations throughout the luteal and follicular phases of the menstrual cycle, as well as during pregnancy, oral contraceptive use, and menopause, indicating that female sex hormones can modulate the inflammatory response (Pauli et al. 1989; Chhabra 2005; Tam et al. 2011; Rao et al. 2013; Matteis et al. 2014). A few studies in cells and animal models have also shown that sex hormones can affect airway tone, inflammation, immune cell function, and transcription of specific genes that alter host immunity and promote immune cell proliferation (Chang and Mitzner 2007; Fuseini and Newcomb 2017; Yung et al. 2018). While studies in cells and animal models have addressed the contributions of male and female sex hormones to lung immunity (Keselman and Heller 2015; Keselman et al. 2017; Fuseini et al. 2018), only a few studies have addressed the mechanisms by which physiological hormonal fluctuations that occur in the female reproductive cycle affect the inflammatory response (Fuentes et al. 2018; Fuentes and Silveyra 2019).

Regarding ozone exposure, human studies exploring sex differences in susceptibility, and the influence of the female menstrual cycle have provided conflictive and inconclusive results (Fox et al. 1993; Weinmann et al. 1995; Seal et al. 1996; Medina‐Ramón and Schwartz 2008; Bell et al. 2014; Vinikoor‐Imler et al. 2014). Furthermore, recent sex‐specific disaggregation of data in the 2017 Global Burden of Diseases (GBD) study uncovered areas where these aspects can be further explored and acted upon, and showed that substantial differences between men and women that underlie the overall headline figures are still pervasive and too often overlooked (Collaborators, Global Burden of Disease, 2018; Lancet 2018). Overall, this suggests that more research on lung disease mechanisms is needed for the development of more personalized preventative and treatment options for men and women that would consider the patient's sex and hormonal status.

To study hormonal regulation of physiological functions, researchers have used animal models involving the estrous cycle (Silveyra et al. 2007b; Yip et al. 2013). In the mouse, the estrous cycle, which repeats every 4–5 days, has two phases comprised of four stages: follicular (proestrus, estrus), and luteal (metestrus, diestrus) (Byers et al. 2012). In the follicular phase, corpora lutea regress and progesterone levels decline, while preovulatory follicles grow and estrogen levels increase. A peak of luteinizing hormone (LH) precedes ovulation in the evening of proestrus, leading to estrus. Following ovulation, the corpora lutea develop throughout metestrus and diestrus, when progesterone levels increase. Therefore, the physiological variations of hormone levels occurring during the cycle represent a powerful tool to study the effects of sex hormones in many organs (i.e., the lung). By investigating females in a state of high or low levels of ovarian hormones related to the estrous cycle, researchers have demonstrated the existence of estrous cycle‐specific sex differences in tissues such as the brain and lung (Duclot and Kabbaj 2015; Fuentes et al. 2018; Fuentes and Silveyra 2019).

Previously, we reported sex differences in both gene expression and miRNA signatures in response to ozone exposure using mouse models (Cabello et al. 2015; Fuentes et al. 2018). Furthermore, we reported differences in signaling cascades activated in female mice exposed to ozone in different estrous cycle stages (Mishra et al. 2016). Based on these data, we hypothesized that the stage of the estrous cycle, and more specifically the circulating levels of female hormones in each cycle phase can influence the inflammatory response to ozone. To test this hypothesis in this study, we exposed female mice to ozone or filtered air (FA) at different stages of the estrous cycle, and then compared the overall inflammatory response among groups by analyzing lung cell profiles and measuring expression of inflammatory genes. We found that the phase of the estrous cycle (luteal vs. follicular) strongly affects the response to ozone. Together, the results we present here indicate that circulating female hormones can regulate inflammatory processes in the lung, and suggest that future studies should consider the estrous cycle phase when evaluating lung inflammatory outcomes in females.

## Materials and Methods

### Animals

We obtained adult female C57BL/6J mice (8 weeks old) from JAX laboratories (Bar Harbor, ME) and housed in a 12/12‐h light/dark cycle (6:00 am–6:00 pm) with food and water ad libitum. The Penn State College of Medicine Institutional Animal Care and Use Committee (IACUC) approved all procedures.

### Estrous cycle

Estrous cycle stages were assessed daily for a minimum of 2 weeks prior to exposure experiments. As described by us in the past, cycle stages were determined by the amount of nucleated epithelial cells, leukocytes, and cornified cells in vaginal smears following traditional protocols (Caligioni 2009; Mishra et al. 2016; Fuentes and Silveyra 2019). In addition, stages were confirmed by serum determinations of estradiol, LH, and progesterone via ELISA (cats. #MBS9424676, #MBS266675 and #MBS041300, MyBioSource, San Diego, CA) in samples obtained at 6:00 pm (4 h postexposure). Females with three consecutive cycles of 4–5 days in length were considered regular (Ekambaram et al. 2017). Mice with irregular cycles were excluded from the experiment.

### Ozone exposure

We exposed female mice at different stages of the estrous cycle (Fig. 1) to 2 ppm of ozone or FA (control) for 3 h (*n* = 6–8 per phase/exposure group) using an exposure chamber as described in (Cabello et al. 2015). The system delivers a controlled air flow (> 30 air changes/h) with regulated temperature (25°C) and relative humidity (50%). Animals were exposed between 11:00 am and 2:00 pm to account for circadian fluctuations of circulating hormone levels (Fig. 1). Four hours after exposure, blood was collected for serum determinations, and lung tissue samples were harvested in liquid nitrogen, pulverized, and stored at −80°C until use.

**Figure 1:**
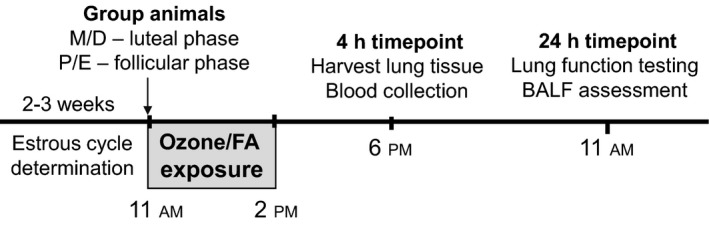
Study design. Estrous cycle stages were assessed daily for a minimum of 2 weeks prior to ozone exposure experiments. Female mice at different stages of the estrous cycle were exposed to 2 ppm of ozone or filtered air (FA, control) for 3 h between 11:00 am and 2:00 pm (*n *= 6–8 per phase/exposure group). Four hours after exposure (6:00 pm), blood and lung tissue samples were harvested. Lung function testing and BALF collection were performed at 24 h postexposure (11:00 am).

### RNA preparation

We extracted total RNA from pulverized lung tissue using the Direct‐Zol kit (Zymo Research, Irvine, CA). RNA concentration and quality were analyzed by Nanodrop and Bioanalyzer (RIN  > 7) at the Pennsylvania State University College of Medicine Genome Sciences Core Facility.

### mRNA arrays

Purified RNA (400 ng) was retro‐transcribed using the RT^2^ First Strand Kit (QIAGEN, Germantown, MD), and amplified using the Mouse Inflammatory Response and Autoimmunity PCR Array PAMM‐077Z (QIAGEN, Germantown, MD) in the QuantStudio 12K Flex system (Life Technologies, Carlsbad, CA). A list of genes in this array can be viewed at: https://www.qiagen.com/us/shop/pcr/primer-sets/rt2-profiler-pcr-arrays/?catno=PAMM-077Z. Results (Ct values) were extracted with the QuantStudio 12K Flex Software, and exported to MS excel. Ct values for each sample were then normalized to the average Ct of four endogenous controls (*β‐actin*,* β2‐microglobulin*,* GAPDH*, and *Hsp90*) as ΔCt = (Ct_Target − Ct_housekeeping), and fold changes were calculated using the 2^−ΔΔCT^ method (Livak and Schmittgen 2001), as described by us previously. For fold change calculations, ΔΔCt based fold change values were obtained using a control sample with the 2^−ΔΔCT^ formula, where –ΔΔCt = −[ΔCttest − ΔCtcontrol]. We generated heatmaps of fold changes calculated with this method using the R software, and we submitted datasets to the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123276) and our laboratory repository: http://psilveyra.github.io/silveyralab/.

### Real‐time PCR

For selected validation experiments, we retro‐transcribed 600 ng of DNA‐free RNA from a separate set of mice using the High Capacity cDNA reverse transcription kit (Thermo Fisher, Waltham, MA). To quantify gene expression, we used selected TaqMan assays (Life Technologies, Carlsbad, CA) to perform PCR amplifications. We used the following probes: Ccl20 (Mm01268754), Il6 (Mm00446190), Cxcl2 (Mm00436450), and Ccl2 (Mm00441242). Results were analyzed using the QuantStudio 12K Flex Software, and normalized to 18s rRNA expression (no. Mm03928990) using the relative quantification method (Livak and Schmittgen 2001).

### Ingenuity pathway analysis (IPA)

Using IPA (Qiagen, Redwood City, CA) on array data, we determined gene interaction networks, top diseases, and molecular functions based on prediction scores, as described in (Cabello et al. 2015).

### Lung function determinations and BAL analysis

At 24 h postexposure (Fig. 1), we anesthetized mice with ketamine, (130 mg/kg), xylazine (10 mg/kg), and vecuronium bromide (1 mg/kg) i.p., and connected them to a flexiVent system (SCIREQ Inc, Canada) at a respiratory rate of 150 breaths/min and a positive end‐expiratory pressure of 3 cm H_2_O. We obtained respiratory mechanics parameters following administration of 0–50 mg/mL of methacholine (Sigma‐Aldrich, St Louis, MO), as described in Fino et al. (2017). We recovered BAL cells in 2.5 mL of DPBS with 1 mmol/L EDTA and analyzed as described in Cabello et al. (2015). We determined lipocalin‐2/NGAL levels by ELISA (R&D Systems, Minneapolis MN, kit #MLCN20) in 50 *μ*L of BAL.

### Data analysis

For gene arrays, we performed statistical analyses in R using the Bioconductor *limma* package, and defined differential expression as a Benjamini–Hochberg False Discovery Rate (FDR) < 0.05 (Benjamini and Hochberg 1995). For gene expression, cell counts, and lipocalin, we analyzed differences by one‐way ANOVA followed by Tukey's post hoc test (alpha = 0.05).

## Results

### Confirmation of estrous cycle stages

After determining the estrous cycle stages by vaginal smears, we confirmed them by serum levels of estradiol, progesterone, and LH at 6:00 pm (4 h after exposure to ozone or FA). As expected, we found predominantly higher levels of estradiol at 6:00 pm in the proestrus stage, and of progesterone in diestrus (Table 1). We observed the preovulatory peak of LH in proestrous females. For analysis of inflammation, lung function, and gene expression outcomes, we grouped animals by follicular (proestrus/estrus) or luteal (metestrus/diestrus) phases.

**Table 1:** Serum hormone levels measured at 6:00 pm in female mice at different stages/phases of the estrous cycle

Estrous cycle phase	Luteal		Follicular	
Estrous cycle stage	Metestrus	Diestrus	Proestrus	Estrus
LH (ng/mL)	5.23 ± 1.43	5.02 ± 0.81	11.1 ± 3.21	5.83 ± 2.13
Estradiol (pg/mL)	3.80 ± 0.35	2.59 ± 0.36	7.75 ± 0.55	3.74 ± 0.39
Progesterone (ng/mL)	2.15 ± 0.31	9.09 ± 3.01	2.98 ± 0.77	2.60 ± 0.56

### The estrous cycle phase affects the inflammatory response to ozone

As expected, exposure to ozone resulted in increased cell numbers and neutrophilia in BAL fluid obtained at 24 h postexposure (Fig. 2). Interestingly, when comparing BAL differential cell counts from mice exposed to ozone in the follicular versus the luteal phase, we found that mice in the follicular phase displayed significantly higher total cell and neutrophil percentage than females exposed to ozone in the luteal phase (Fig. 2) (2.2‐fold and twofold, respectively, *P *<* *0.05). We observed no significant changes in macrophage and lymphocyte counts across groups (data not shown). In addition, the levels of the lung injury marker neutrophil gelatinase‐associated lipocalin (lipocalin‐2/NGAL) were also significantly higher in BAL fluid of females exposed to ozone in the follicular phase versus the luteal phase (Fig. 3). There were no differences in lipocalin levels in BAL of mice exposed to FA in different estrous cycle phases.

**Figure 2:**
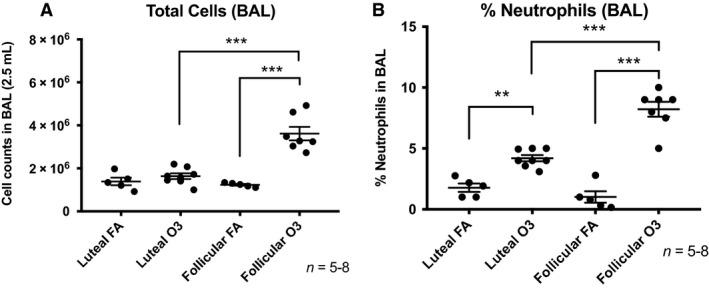
(A) Bronchoalveolar lavage (BAL) fluid cell counts measured at 24 h postexposure in female mice exposed for 3 h to 2 ppm ozone or filtered air in the luteal or follicular phase of the estrous cycle. (B) Total BAL (2.5 mL) cells and polymorphonuclear neutrophils (% of total) measured at 24 postexposure to ozone or filtered air. Results are expressed as means ± SEM of 5–8 mice per group (**P < 0.01, ***P < 0.001). FA: filtered air, O3: ozone.

**Figure 3:**
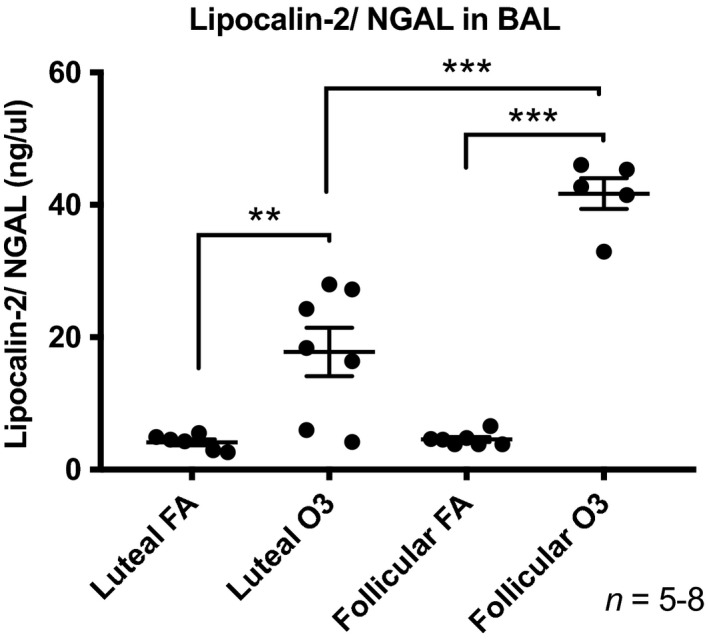
Lipocalin‐2 (NGAL) levels measured by ELISA in BAL collected at 24 h postexposure from female mice exposed to ozone (2 ppm) or filtered air for 3 h in the luteal or follicular phase of the estrous cycle. Results are expressed as means ± SEM of 5–8 mice per group (**P < 0.01, ***P < 0.001). FA: filtered air, O3: ozone.

### Exposure to ozone in females at different phases of the estrous cycle induces differential gene expression signatures

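Lung RNA from 34 female mice was measured on a real-time PCR array of 84 inflammatory genes, with 1 column of values per mouse. The mice had been exposed at 8 weeks of age to 2 ppm of ozone (O3) or to filtered air (FA) for 3 h, and the lungs were collected 4 h after exposure. The deposited data hold 12 FA and 8 O3 mice in the follicular phase (proestrus or estrus), and 8 FA and 6 O3 mice in the luteal phase (metestrus or diestrus). The paper gives 6 to 8 mice per group and its text does not say which mice its tables rest on, so all 34 mice were used. The authors deposited the threshold cycle (Ct) of every well, without normalization; a Ct is lower by 1 cycle for each doubling of the RNA when amplification is complete. They also deposited a table of fold changes computed from those Ct values. The files name the wells by their position on the plate and not by gene. A gene was assigned to a well when the deposited fold changes of that well gave the exact value printed in Table 2 or Table 3, which named 17 wells, and 3 more (Cxcl3, Ccl19 and Ccr2) were read from the colors of Fig. 4. The other 64 wells have no name here. For the array genes, Ct values ranged from 20.7 to 40.0, and 237 of the 2856 values (8.30%) had no Ct. The number of array wells with no Ct per mouse ranged from 2 to 12 in FA follicular mice (median 8.5), from 2 to 11 in FA luteal mice (median 7.5), from 1 to 7 in O3 follicular mice (median 6) and from 6 to 10 in O3 luteal mice (median 8). Expression was computed as -ΔCt, the mean Ct of the 4 reference wells that the authors used minus the Ct of the gene, which is on a log2 scale. A well with no Ct was given a Ct of 40. The mean Ct of the reference wells was 20.9 ± 1.14 (SD, n = 12) in FA follicular, 20.6 ± 1.29 (n = 8) in FA luteal, 20.4 ± 0.687 (n = 8) in O3 follicular and 21.2 ± 0.898 (n = 6) in O3 luteal mice. Groups were compared with limma's moderated test on all 34 mice, with Benjamini-Hochberg adjustment over the 84 wells and a false discovery rate (FDR) under 0.05. The Ct values were written with 3 decimals for 22 mice, with 6 decimals for 8 mice and with more for 4 mice, which may mark separate plates or runs. Values with more than 6 decimals, such as 24.68939333 in O3 estrus replicate 1, could also be means of repeated readings, which was not tested. Of the O3 follicular mice, 3 had 3 decimals, 4 had 6 and 1 had more, whereas all 6 O3 luteal mice had 3 decimals, so values within 1 format are given beside the values over all mice.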

To test whether the estrous cycle phase affected the inflammatory response to ozone, we screened for the expression of 84 inflammatory genes in total lung homogenates from mice exposed to ozone or FA in the follicular or luteal phase using a PCR array. 

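Ptgs2 (well F10), Ccl17 (well A8) and Myd88 (well F6) had a Ct in every mouse. In the luteal phase, the mean -ΔCt of Ptgs2 was -5.27 ± 0.811 (SD, n = 6) after O3 and -6.92 ± 0.459 (n = 8) after FA, a log2 fold change of 1.65 (standard error 0.380, limma adjusted p = 0.00178). Ccl17 was at -3.65 ± 0.475 after O3 and -5.25 ± 0.625 after FA, a log2 fold change of 1.60 (standard error 0.341, limma adjusted p = 0.000821), although 1 FA mouse, diestrus replicate 2, lay far above the rest of its group for this gene. Myd88 was at -4.88 ± 0.598 after O3 and -6.41 ± 0.796 after FA, a log2 fold change of 1.52 (standard error 0.442, limma adjusted p = 0.0150). Within the mice whose Ct values have 3 decimals (6 O3 and 5 FA), the log2 fold changes were 1.55 for Ptgs2, 1.89 for Ccl17 and 1.11 for Myd88. The 6-decimal format held no O3 luteal mouse. Across the 34 fits that each left out 1 mouse, the estimates ranged from 1.52 to 1.94 for Ptgs2, from 1.46 to 1.80 for Ccl17 and from 1.38 to 1.72 for Myd88, and every adjusted p stayed under 0.05. With reference well H2 alone these 3 genes were not past FDR 0.05, and Myd88 was also not past it with H3 alone (adjusted p = 0.0605). Over all wells, 18 passed the threshold in the luteal phase, 10 higher and 8 lower after O3. With the Ct format as a term 25 passed, 20 higher and 5 lower, and in the 3-decimal mice 24, 17 higher and 7 lower. The alternative that moved this number most was the use of the authors' linear fold changes in place of the log2 values, with which 3 wells passed, those of Ptgs2, Ccl17 and Myd88. The log2 fold changes in the follicular phase were 2.52 for Ptgs2 (standard error 0.321, limma adjusted p = 2.32e-07), 1.21 for Ccl17 and 0.25 for Myd88. That of Ccl17 was not past FDR 0.05 in the 3-decimal mice (0.90, adjusted p = 0.0642) or with H2 alone (0.101) or H3 alone (0.126). The test of the difference between the phases, the interaction of exposure and phase, gave a log2 difference of 0.87 for Ptgs2 (limma adjusted p = 0.318), -0.39 for Ccl17 (0.656) and -1.28 for Myd88 (0.207). In the 3-decimal mice, Myd88 was higher after O3 by 1.09 in the follicular phase as well (limma adjusted p = 0.0477), near the 1.11 of the luteal phase. Over all 34 mice its follicular estimate was near 0, so the phase difference of Myd88 over all mice was not seen within this format.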

Gene expression array results revealed three genes with significantly higher expression in mice exposed to ozone versus FA in the luteal phase: Ptgs2 (log fold change = 2.692); Ccl17 (log fold change =  2.204); Myd88 (log fold change = 2.82) (Table 2). In contrast, in females exposed to ozone in the follicular phase, the expression of 16 genes (14 upregulated, 2 downregulated) was significantly altered when compared to mice exposed to FA (Table 3). 

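In the follicular phase (8 O3 and 12 FA mice), 19 wells passed FDR 0.05, 16 of them higher and 3 lower after O3, and 27 wells had an unadjusted p under 0.05. All 16 genes of Table 3 were among the 19. The lower wells were Ltb (well F4), Nos2 (well F8) and Ccr2 (well B9). Ltb was at -5.91 ± 0.526 (SD, n = 8) after O3 and -4.77 ± 0.615 (n = 12) after FA, a log2 fold change of -1.14 (standard error 0.285, limma adjusted p = 0.00239). Nos2 was at -11.15 ± 0.438 after O3 and -9.48 ± 0.567 after FA, a log2 fold change of -1.66 (standard error 0.592, limma adjusted p = 0.0392). Across the fits that each left out 1 mouse the estimate of Nos2 stayed between -1.80 and -1.59. Its adjusted p ranged from 8.19e-06 to 0.0647, the last without O3 proestrus replicate 2. The fit shares its spread over all 4 groups, including a mouse outside this comparison, O3 diestrus replicate 2. That mouse had no Ct for Nos2 and stood at -17.57, against -10.35 ± 0.355 in the other O3 luteal mice. Its value widens the standard error of the follicular estimate. For Ccr2 the log2 fold change was -1.14 (standard error 0.356, limma adjusted p = 0.0152). Within the 3-decimal mice (3 O3 and 8 FA), the log2 fold changes were -1.33 for Ltb, -1.79 for Nos2 and -1.51 for Ccr2, of which that of Nos2 was not past FDR 0.05. With the mean Ct of the array genes in place of the reference wells, the alternative that moved the count most upward, 30 wells passed, 15 higher and 15 lower. With reference well H2 alone 10 wells passed, all higher, so that Ltb (adjusted p = 0.339), Nos2 (0.257) and Ccr2 (0.290) did not, and with H1 alone Nos2 (0.0627) and Ccr2 (0.0776) did not. Ccr2 was also not past FDR 0.05 in the 6-decimal mice, with 3 reference wells without H3 (adjusted p = 0.0512) or on the authors' linear scale. Nos2 was also lost with the Ct format as a term (log2 fold change -1.52, adjusted p = 0.0651) and without H3 (0.0632).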

Most of the genes induced in this phase were inflammatory chemokines including Ccl20 (log fold change = 105.174), Cxcl5 (log fold change = 81.891), Cxcl2 (log fold change = 37.364), and Cxcl1 (log fold change = 13.174), as well as cytokines such as Il6 (log fold change = 28.000) (Table 3). 

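The values of 5 genes in the follicular phase are given for 8 O3 and 12 FA mice. Ccl20 (well A11) was at a -ΔCt of -4.48 ± 0.580 (SD) after O3 and -12.26 ± 2.65 after FA, a log2 fold change of 7.78 (standard error 1.09, limma adjusted p = 1.03e-06). For Cxcl5 (well C12), -8.73 ± 2.42 after O3 and -16.42 ± 2.80 after FA gave a log2 fold change of 7.69 (standard error 1.10, limma adjusted p = 1.21e-06). Cxcl2 (well C10) rose from -9.25 ± 1.11 to -6.23 ± 0.867, by 3.02 on the log2 scale (standard error 0.452, limma adjusted p = 2.46e-06). The rise of Cxcl1 (well C7) was 4.15 (standard error 0.806, limma adjusted p = 0.000106), from -13.57 ± 1.5 to -9.42 ± 0.833. Il6 (well E9) was at -9.48 ± 1.54 after O3 and -16.93 ± 2.37 after FA, a log2 fold change of 7.44 (standard error 0.901, limma adjusted p = 1.49e-07). Among the FA follicular mice, Il6 had no Ct in 7, Cxcl5 in 3 and Ccl20 in 1, so their fold changes depend on the Ct given to such wells. With every Ct above 35 and every well with no Ct set to 35, the log2 fold change was 4.32 for Il6, 5.22 for Cxcl5 and 7.36 for Ccl20. In the 3-decimal mice the log2 fold changes were 8.12 for Ccl20, 6.72 for Cxcl5, 2.72 for Cxcl2, 4.52 for Cxcl1 and 6.77 for Il6, and in the 6-decimal mice (4 O3 and 3 FA) they were 6.25, 5.58, 3.37, 2.80 and 8.52 in the same order, each past FDR 0.05 in limma's test. Cxcl5 also differed between the Ct formats within the FA mice, by 5.98 on the log2 scale. Of the 16 wells higher after O3 in this phase, 10 are named chemokines and 1 has no name. The share of chemokines could not be tested against the rest of the array, because most of its wells have no name.

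**Figure D1:**
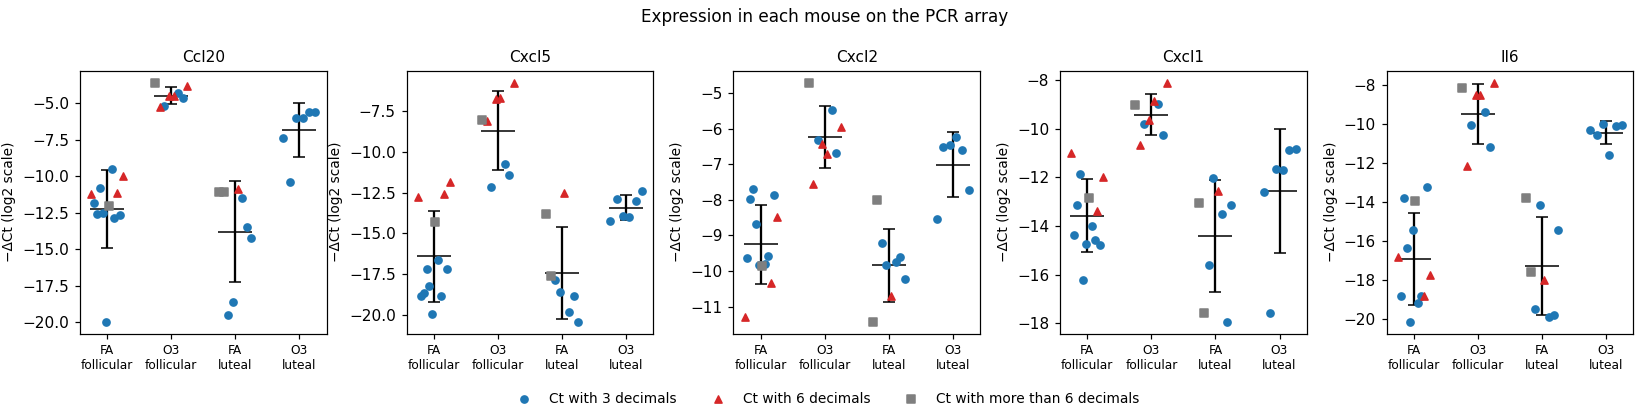
Expression (-ΔCt, log2 scale, vertical axis) of Ccl20, Cxcl5, Cxcl2, Cxcl1 and Il6 in each of the 34 mice by group (horizontal axis), with the mean (horizontal line) and SD (bars); the marker gives the number of decimals of the mouse's Ct values. For Ccl20 the mean is -4.48 in O3 follicular mice and -12.26 in FA follicular mice.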

A representative heatmap of array results including a cluster analysis is shown in Figure 4. When we verified expression of some of these differentially expressed genes using real‐time PCR, we found that even though exposure to ozone resulted in significantly higher expression of inflammatory cytokines regardless of the estrous cycle phase, the levels of Ccl20, Cxcl2, Il6, and Ccl2 where significantly higher in lungs of females exposed to ozone in the follicular phase when compared to the luteal phase (Fig. 5). Together, these results indicate that the hormonal milieu associated with the estrous cycle phase could influence gene expression mechanisms activated in response to ozone challenge.

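On the array, 7 wells were higher in the 8 O3 follicular than in the 6 O3 luteal mice at FDR 0.05 and none was lower, and 24 wells had an unadjusted p under 0.05. The named genes among them were Cxcl5, with a log2 difference of 4.69 (standard error 1.30, limma adjusted p = 0.0282), and Cxcl1, with 3.12 (standard error 0.954, limma adjusted p = 0.0364). Both calls rested on single mice: without O3 proestrus replicate 5 the adjusted p of Cxcl5 was 0.0808, without O3 diestrus replicate 2 that of Cxcl1 was 0.164 (log2 difference 2.12), and in both fits no well passed. When the Ct format was added as a term, the log2 difference was 1.52 for Cxcl5 and 2.43 for Cxcl1, and in the 3-decimal mice alone (3 and 6) it was 1.96 and 2.86. In neither of these fits did any well pass FDR 0.05, with 14 and 9 wells at an unadjusted p under 0.05. The interaction of exposure and phase passed FDR 0.05 in 0 of the 84 wells, with 19 at an unadjusted p under 0.05. On the authors' linear scale 2 wells passed, Ccl20 (adjusted p = 0.00181) and Cxcl1 (0.0166), and with every Ct above 35 and every well with no Ct set to 35, 4 passed, Cxcl5 (0.0184), Cxcl1 (0.0491) and 2 wells the files do not name. Its log2 difference over all mice was 3.68 for Cxcl5 (standard error 1.70, limma adjusted p = 0.207), 2.27 for Cxcl1 (standard error 1.25, limma adjusted p = 0.298), 0.83 for Ccl20 (standard error 1.68, limma adjusted p = 0.821) and 0.63 for Il6 (standard error 1.40, limma adjusted p = 0.846), and the last 2 turned negative, at -0.63 and -0.01, with the Ct format as a term. Between the FA follicular and FA luteal mice, 0 wells passed, with 5 at an unadjusted p under 0.05. The mean -ΔCt of the 14 upregulated genes of Table 3 was -6.17 ± 0.687 (SD, n = 8, range -6.91 to -4.99) in O3 follicular and -7.48 ± 0.539 (n = 6, range -8.33 to -7.00) in O3 luteal mice, a difference of 1.31 (exact two-sided permutation test, p = 0.00133), and 8 of 8 O3 follicular mice were above every O3 luteal mouse. In the 3-decimal mice the difference was 0.81 (exact two-sided permutation test, p = 0.0595), with 3 of 3 above. The interaction of this mean with phase was 1.08 (two-sided permutation test, p = 0.0601), and 0.38 in the 3-decimal mice (0.483). The study chose these 14 genes on the same mice, so they are not independent evidence of a difference. From the larger set of genes changed after O3 in the follicular phase, and from real-time PCR of selected genes in other mice, the paper proposes that the hormonal milieu of the cycle phase influences the gene expression response to ozone.

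**Figure D2:**
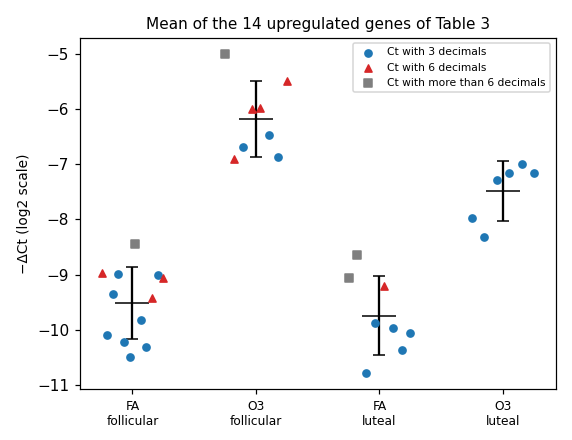
Mean -ΔCt (log2 scale, vertical axis) of the 14 upregulated genes of Table 3 in each mouse by group (horizontal axis), with the mean (horizontal line) and SD (bars); the marker gives the number of decimals of the mouse's Ct values. The 8 O3 follicular mice lie between -6.91 and -4.99 and the 6 O3 luteal mice between -8.33 and -7.00.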

**Table 2:** Differential inflammatory gene expression in lung tissue from females exposed to ozone versus filtered air in the luteal phase of the estrous cycle

Gene symbol	logFC	FDR
Myd88	2.820	0.024
Ptgs2	2.692	0.020
Ccl17	2.204	0.020

**Table 3:** Differential inflammatory gene expression in lung tissue from females exposed to ozone versus filtered air in the follicular phase of the estrous cycle

Gene symbol	logFC	FDR
Ccl20	105.174	1.12E‐08
Cxcl5	81.891	5.20E‐07
Cxcl2	37.364	9.30E‐07
Il6	28.000	9.89E‐07
Cxcl1	13.174	9.69E‐06
Cxcl10	5.010	4.43E‐05
Ccl2	4.199	4.55E‐04
Ccl7	3.856	4.55E‐04
Ptgs2	3.827	4.55E‐04
Ccl11	3.389	4.55E‐04
Cd14	1.796	5.12E‐03
Ccl17	1.768	5.12E‐03
Fos	1.704	8.11E‐03
Il1r1	0.782	8.11E‐03
Nos2	−0.966	8.11E‐03
Ltb	−2.238	1.71E‐02

**Figure 4:**
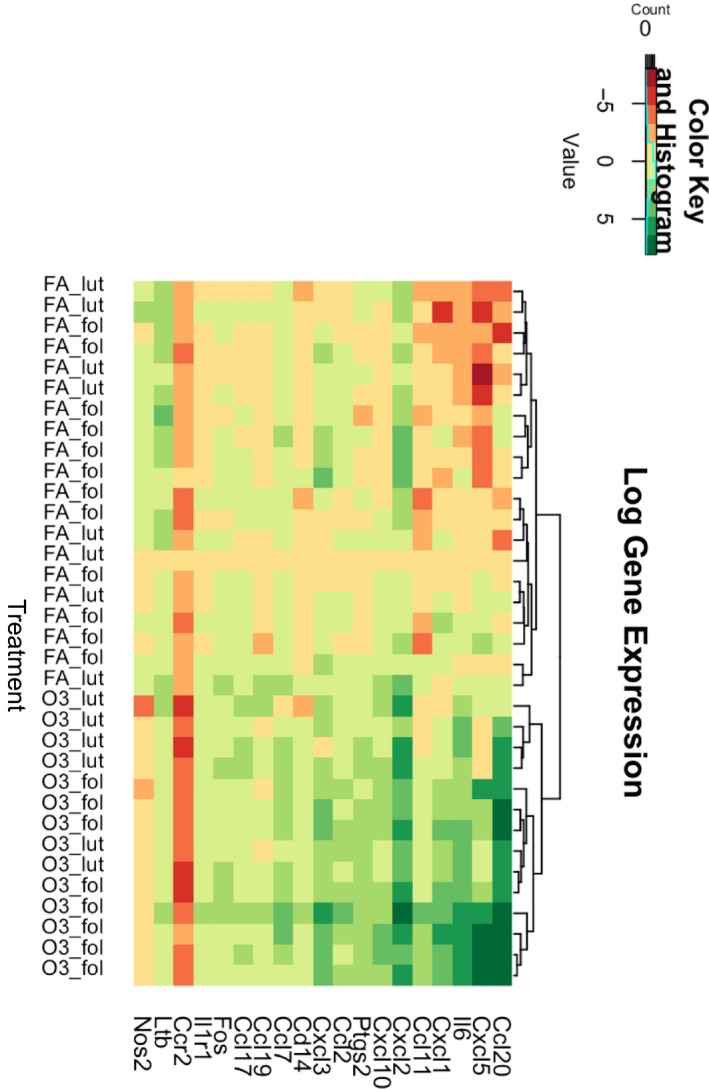
Heatmap (cluster analysis of log gene expression) of top differentially expressed genes measured by a PCR array in lung tissue collected at 4 h postexposure from female mice exposed to ozone (2 ppm) versus filtered air in the luteal and follicular estrous cycle phases (*n* = 6–8). FA, filtered air; O3, ozone; fol, follicular phase; lut, luteal phase.

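Clustering of the 34 mice over the 19 genes of the heatmap (complete linkage, Euclidean distance on -ΔCt, divided into 2 clusters) placed the 20 FA mice in 1 cluster and the 14 O3 mice in the other. The FA cluster held 12 follicular and 8 luteal mice and the O3 cluster 8 follicular and 6 luteal mice. The genes had been chosen for their difference between O3 and FA in the same mice, so a division by exposure is largely built in and is no test of exposure against phase. Average linkage gave the same 2 clusters. Other choices moved mice: with all array wells in place of the 19 genes, 11 mice fell outside the cluster of their exposure, and the smaller cluster then held 5 mice, all follicular and none with 3-decimal Ct values. With every Ct above 35 and every well with no Ct set to 35, the smaller cluster held all 8 O3 follicular mice, and the 6 O3 luteal mice fell with the FA mice. When the 14 O3 mice were clustered alone, 13 fell together and 1 luteal mouse apart, and on the log2 of the deposited fold changes 4 mice, all follicular and none with 3-decimal Ct values, fell apart from the other 10.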

**Figure 5:**
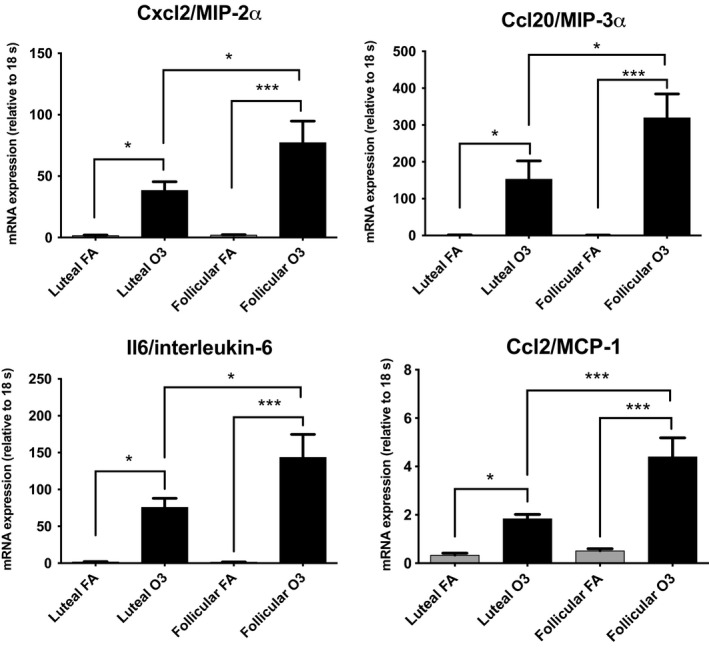
Relative mRNA expression of selected genes (Ccl20, Cxcl2, Ccl2, Il6) analyzed by real‐time PCR in lung tissue collected at 4 h postexposure from female mice exposed to ozone (O3) or filtered air (FA) in the luteal or follicular phase of the estrous cycle (*n* = 12). Results are expressed as means ± SEM. Significant differences were analyzed by ANOVA (*P < 0.05, ***P < 0.001).

### IPA reveals estrous cycle‐dependent activation of gene networks

IPA revealed that the top molecular functions associated with differentially expressed genes in female mice exposed to ozone versus FA during the follicular phase were cell‐to‐cell signaling and interaction, cellular movement, and immune trafficking (Table 4). These genes are related to important regulators of the immune system such as interleukin 17 receptor (IL‐17R) and janus kinases (JAK), which may be altering the lung host defense. 

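The upregulated genes of Table 3 other than Ptgs2, Ccl17, Ccl20, Cxcl5, Cxcl2, Cxcl1 and Il6 were compared between 8 O3 and 12 FA mice. The largest log2 fold changes were those of Ccl11 (well A6, 3.22, standard error 0.501, limma adjusted p = 4.31e-06), Cxcl10 (well C8, 2.54, standard error 0.413, limma adjusted p = 8.15e-06), Ccl2 (well A10, 2.11, standard error 0.364, limma adjusted p = 2.03e-05) and Cd14 (well C1, 1.89, standard error 0.354, limma adjusted p = 6.44e-05). Smaller log2 fold changes were found for Ccl7 (well B6, 1.32), Fos (well D6, 1.14) and Il1r1 (well E2, 0.86), with limma adjusted p of 0.00817, 0.00564 and 0.00581; these 3 were not past FDR 0.05 with reference well H2 or H3 alone, and Fos and Il1r1 not in the 6-decimal mice. In the 3-decimal and the 6-decimal mice, in that order, the log2 fold changes were 2.70 and 3.47 for Ccl11, 2.52 and 1.55 for Cxcl10, 1.48 and 2.68 for Ccl2, and 1.40 and 1.90 for Cd14, each past FDR 0.05, whereas Ccl7, at 1.26 and 1.43, passed in neither. Cxcl3 (well C11), which Fig. 4 shows and Table 3 does not list, had a log2 fold change of 2.35 (limma adjusted p = 0.0564), and that of Ccl19 (well A9) was 1.30 (limma adjusted p = 0.0152). Cxcl3 passed FDR 0.05 under 6 alternatives, among them the Ct limit of 35 (adjusted p = 0.00971) and the log2 of the deposited fold changes (0.0132). Ccl19 was not past it with H2 alone (0.153), H3 alone (0.152), the linear fold changes (0.0609) or replicate number as a block (0.0624). IPA was not repeated, since its knowledge base is not part of the deposited data.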

For differentially expressed genes in the luteal phase, IPA showed that these were linked to cellular function and maintenance, and cellular growth and proliferation, which are important pathways in the lung inflammatory response (Fig. 6). Moreover, the top associated network functions with these genes included inflammatory response, infectious diseases, and organismal injury (Table 5). 

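Of the 18 wells past FDR 0.05 in the luteal phase, 10 are named genes. Besides the 3 genes of Table 2, they were Il6 (log2 fold change 6.81, standard error 1.07, limma adjusted p = 2.79e-05), Ccl20 (6.95, standard error 1.28, limma adjusted p = 0.000164), Cxcl2 (2.83, standard error 0.535, limma adjusted p = 0.000175), Cxcl5 (4.01, standard error 1.30, limma adjusted p = 0.0287), Il1r1 (0.85, limma adjusted p = 0.0296), Ccr2 (-2.30, standard error 0.421, limma adjusted p = 0.000164) and Nos2 (-2.11, limma adjusted p = 0.0296). In the FA luteal mice, Il6 had no Ct in 5 of 8, and Ccl20 and Cxcl5 in 2 each. The call of Cxcl5 was lost without O3 diestrus replicate 2 (log2 fold change 3.91, adjusted p = 0.0587), FA metestrus replicate 2 (adjusted p = 0.0588) or FA metestrus replicate 4 (3.59), and that of Nos2 without O3 diestrus replicate 2, which had no Ct for this gene (log2 fold change -0.91, adjusted p = 0.0639). Nos2 was also lost without FA metestrus replicate 3 (adjusted p = 0.0501), and Il1r1 without O3 metestrus replicate 1 or 2, O3 diestrus replicate 2, or FA metestrus replicate 1 or 4. Within the 3-decimal mice (6 O3 and 5 FA), the log2 fold changes were 7.30 for Il6, 8.61 for Ccl20, 2.71 for Cxcl2, 5.68 for Cxcl5, 0.91 for Il1r1, -1.94 for Ccr2 and -2.23 for Nos2, all past FDR 0.05 except that of Nos2 (adjusted p = 0.0768). Il1r1 was also not past it with H2 alone (adjusted p = 0.466), H3 alone (0.177), 3 reference wells without H1 or H5, separate fits (0.107), replicate number as a block (0.0683) or the permutation test per gene (0.0761), and Nos2 not with H2 alone (0.243) or separate fits (0.150). Cxcl5 was not past it with H3 alone (0.0622), on the log2 of the deposited fold changes (0.0689) or in the permutation test per gene. With every Ct above 35 and every well with no Ct set to 35, the luteal log2 fold change was 0.92 for Cxcl5 (adjusted p = 0.407) and 3.62 for Il6, which stayed past FDR 0.05. On the authors' linear scale, none of the 7 genes besides those of Table 2 passed FDR 0.05 when all groups were fitted together, and Il6, Ccl20 and Cxcl2 passed in separate fits. The other 8 wells have no name, so they could not be set against the gene lists of Table 5, and IPA was not repeated.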

Several genes were also associated with key regulators of the immune response including toll‐like receptors (TLRs), interferons (IFNs), and the transcription factor NFkB.

**Table 4:** Target genes and associated pathways for differentially expressed genes in lung tissue of female exposed to ozone mice in the follicular phase

A. Molecules associated with differentially expressed genes					
C8	IFN‐I	CCL11	TLR	IFNB	IFN*γ*
CCL20	IL12	CCL7	CCL17	MMP	IL12
Ciap	LTB	CXCL3	CD14	TNF	JAK
CXCL2	SAA	IFNAR	CR3	CCL2	NF*κ*B
ERK1/2	CCL11	IL17R	CXCL6	CXCL10	
B. Differences in top diseases and bio‐functions					
Diseases and disorders				*P* Value	
Connective tissue disorders				1.78E‐04–1.84E‐16	
Immunological disease				2.48E‐04–1.84E‐16	
Inflammatory disease				1.78E‐04–1.84E‐16	
C. Top molecular and cellular functions					
Molecular and cellular functions				*P* Value	
Cell‐to‐cell signaling and interaction				2.91E‐04–1.08E‐18	
Cellular movement				2.97E‐04–1.08E‐18	
Cellular development				2.61E‐04–6.48E‐12	
D. Top physiological system development and function					
Development and function				*P* Value	
Immune cell trafficking				2.62E‐04–6.08E‐18	
Hematological system development and function				2.89E‐04–5.41E‐17	
Tissue development				2.61E‐04–2.61E‐15	
E. Top associated network functions					
Associated network functions				Score	
Cell‐to‐cell signaling and interaction, cellular movement, immune cell trafficking				31	

**Figure 6:**
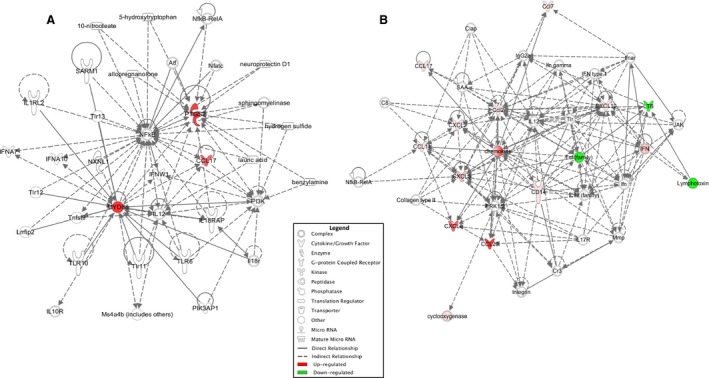
Comparison of networks affected by filtered air or ozone exposure in females exposed at different phases of the estrous cycle. (A) Diagram of biological networks of regulatory pathways whose expression were up‐ and downregulated in the lungs of animals exposed to filtered air (FA) versus ozone in the luteal phase. (B) Network analysis from animals exposed to FA versus ozone in the follicular phase. Both diagrams show reported direct (solid lines) and indirect (dashed lines) interactions. Molecules that are downregulated or upregulated are represented as a node in green or red, respectively.

**Table 5:** Target genes and associated pathways for differentially expressed genes in lung tissue of female exposed to ozone mice in the luteal phase

A. Molecules associated with differentially expressed genes					
IFNA7	CCL17	TLR10	PTGS2	IL12	TLR13
IL18R	IFNW1	TLR6	TLR11	NXNL1	PIK3AP1
NFATC	IL18RAP	IL10R	TNF	SARM1	MYD88
PI3K	NFKB	ILIRL2	ATF	TLR12	IFNA10
B. Differences in top diseases and bio‐functions					
Diseases and disorders				*P* Value	
Cancer				1.96E‐03–1.20E‐06	
Gastrointestinal disease				1.96E‐03–1.20E‐06	
Hereditary disorder				5.62E‐04–1.20E‐06	
C. Top molecular and cellular functions					
Molecular and cellular functions				*P* value	
Cellular function and maintenance				1.68E‐03–1.31E‐08	
Cellular growth and proliferation				1.82E‐03–7.89E‐08	
Cellular movement				1.40E‐03–2.58E‐06	
D. Top physiological system development and function					
Development and function				*P* value	
Tissue development				1.96E‐03–1.31E‐08	
Tissue morphology				1.68E‐03–1.31E‐08	
Cell‐mediated immune response				1.66E‐03–2.58E‐06	
E. Top associated network functions					
Associated network functions				Score	
Inflammatory response, infectious diseases, organismal injury, and abnormalities				9	

### Exposure to ozone increases airway resistance in females in the follicular phase but not the luteal phase

To determine whether ozone affects lung function differentially across the estrous cycle, we compared lung function parameters in mice exposed in the follicular or luteal phase. Our results show that female mice exposed to ozone in the follicular phase displayed significantly higher maximum respiratory system resistance (Rrs) and maximum Newtonian resistance (Rn) at higher doses of methacholine than females exposed to ozone in the luteal phase (Fig. 7). Also, female mice exposed to ozone in the follicular phase showed a slight increase in tissue damping (G), a parameter related to tissue resistance in small airways, when compared to mice exposed to ozone in the luteal phase (Fig. 7). We did not observe any changes in airway resistance in mice exposed to FA.

**Figure 7:**
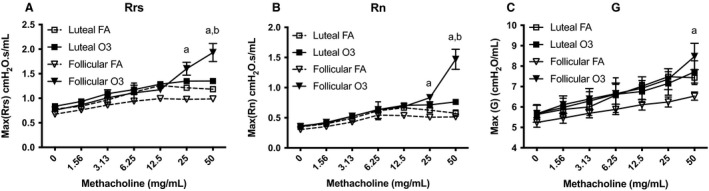
Effects of ozone exposure on lung mechanical properties in female mice at different phases of the estrous cycle. (A) Respiratory system resistance (Rrs). (B) Newtonian resistance (Rn). (C) Tissue damping (G). Respiratory function parameters were measured with a flexiVent system in female mice at 24 h after exposure to ozone (solid line) or filtered air (dashed line) in the follicular (inverted triangle) or luteal (square) phase of the estrous cycle. Exposure to ozone significantly increased Rrs and Rn at higher doses of methacholine in mice the follicular phase but not the luteal phase. Results are expressed as mean ± SEM of data from 4 to 6 mice per group. FA, filtered air; O3, ozone; ^a^significantly different than luteal FA (*P* < 0.05), ^b^significantly different than luteal O3 (*P* < 0.05).

## Discussion

Sex differences have been reported in both the severity of inflammatory lung diseases and susceptibility to environmental challenges, but the mechanisms associated with these disparities have not yet been clearly defined. In our previous work, we identified a sexually dimorphic response to ozone challenge, manifested by sex differences in airway inflammation and the expression of lung inflammatory mediators and miRNAs (Cabello et al. 2015; Fuentes et al. 2018). Here, we expanded our investigations to the study of the female lung, and specifically the influence of circulating sex hormone levels as well as other physiological changes occurring throughout the estrous cycle in lung inflammation. Our results suggest that the inflammatory response to acute ozone exposure is strongly dependent on the estrous cycle phase in female mice. We found differences in activation of gene expression networks, immune cell profiles, and changes in lung mechanics when comparing mice exposed to ozone in the estrous cycle follicular versus luteal phases. To our knowledge, this study is the first to identify differences in the inflammatory response and lung function changes associated with ozone exposure in females across the estrous cycle.

Throughout the female reproductive cycle, the lung is exposed to physiological variations in circulating sex hormone levels. Human menstrual cycles (28 days) and rodent estrous cycles (4–5 days) share similar patterns of serum hormone levels and undergo follicular and luteal phases (Sato et al. 2016). In addition, lung cells also express sex hormone receptors, including estrogen and progesterone nuclear and membrane receptors, known to mediate several functions of the organ, and specifically immune responses (Fuentes and Silveyra 2018). Some studies, including ours, have hypothesized that female sex hormones can act as functional regulators of lung function and immunity through regulation of inflammatory gene expression (Card and Zeldin 2009; Tam et al. 2011; Cabello et al. 2015). In the current study, we sought to study the influence of the preovulatory estrogen surge occurring in the afternoon of proestrus on the expression of inflammatory genes in lung tissue. We achieved this by exposing mice in proestrus and estrus (i.e., follicular phase) to ozone or FA, and comparing the response to that of mice exposed in metestrus and diestrus (i.e., luteal phase). By using this approach, we could assess the influence of the estrous cycle hormonal milieu, including fluctuations in estrogen and progesterone levels, in ozone‐induced inflammation. Our approach identified estrous cycle phase specific gene expression signatures revealing higher proportion of genes differentially expressed in the follicular phase (16 genes) versus the luteal phase (three genes), as well as differences in predicted inflammatory pathways and gene networks activated upon ozone exposure. Together, these results suggest that the rising levels of estrogen and/or the declining levels of progesterone in the follicular phase may play a role in the regulation of inflammatory gene transcription. 

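On the log2 scale, 9 wells were past FDR 0.05 in both phases, and 15 of the 16 wells higher after O3 in the follicular phase and 3 of the 3 lower wells had a luteal estimate of the same sign. On the authors' linear scale, 16 wells passed in the follicular and 3 in the luteal phase, with 2 in both, when all groups were fitted together, and 18 and 6 in separate fits. On the log2 scale the order turned round in some fits. With the Ct format as a term, 19 wells passed in the follicular and 25 in the luteal phase. The counts were 20 and 24 in the 3-decimal mice, and 24 and 29 without the 4 mice with more than 6 decimals. The order also turned with 5 reference wells (22 and 23), without H2 (21 and 24) and with H1 alone (19 and 21). The same held with wells with no Ct left missing (20 and 22), and without FA diestrus replicate 2 (21 and 24) or 3 (18 and 23). It did not turn with H2 alone (10 and 6), H3 alone (14 and 9) or separate fits (18 and 13). The luteal groups are smaller, and 100 draws of 6 O3 and 8 FA follicular mice gave a median of 16 wells (range 12 to 22) on the log2 scale and 14 wells (range 10 to 18) on the linear scale. Among the genes past FDR 0.05 in the follicular phase only, Cxcl1 had a luteal log2 fold change of 1.88 (limma adjusted p = 0.143), Ccl2 of 0.95 (0.102), Cxcl10 of 1.10 (0.0967) and Ltb of -0.29 (0.555). Some of these calls changed with the Ct format: in the 3-decimal mice the luteal log2 fold changes were 1.16 for Ccl2, 1.76 for Cxcl10, 1.60 for Ccl11, 1.54 for Ccl19 and 1.30 for Fos, each past FDR 0.05, and 1.89 for Cxcl1 and -0.51 for Ltb, which were not. The luteal value of Cxcl1 depends on wells with no Ct: it passed with every Ct above 35 and every well with no Ct set to 35 (adjusted p = 0.0410), with such wells left missing (0.0235), on the log2 of the deposited fold changes (0.0474) and without O3 diestrus replicate 2 (log2 fold change 2.88, adjusted p = 0.0187), which had no Ct for it. A gene past the threshold in 1 phase only is not thereby shown to differ between the phases, for which the interaction is the test.

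**Figure D3:**
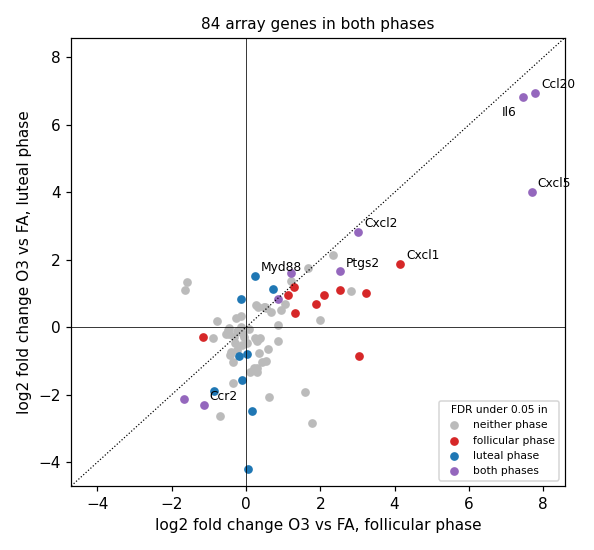
Log2 fold change of O3 against FA for the 84 wells in the follicular phase (horizontal axis) and the luteal phase (vertical axis), each point a well and its color the phases in which it passed FDR 0.05; the dotted line marks equal values. Of the 19 wells past the threshold in the follicular and the 18 in the luteal phase, 9 are past it in both.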

Future studies investigating estrogen and/or progesterone receptor regulation of gene expression in the lung may elucidate the mechanisms involved in the observed differences.

Our results show that females exposed to ozone in the follicular phase displayed a vast expression of chemotactic factors and lung injury markers. This is of particular interest because chemoattractants such as Cxcl2, Ccl20, and Ccl2 are known to induce directed migration of immune cells to specific sites (e.g., the lung), and may explain the increased neutrophilia observed in mice exposed to ozone in this phase versus the luteal phase. We also found upregulation of Myd88 in mice exposed to ozone during the luteal phase. This is an interesting finding, because variations in Myd88 have been shown to alter toll‐like receptors expression (TLR6, TLR10, TLR11, and TLR13), which are associated with expression of inflammatory mediators such as NFkB, IFNs, TNFs, IL‐12, and IL‐18. In addition, levels of lipocalin‐2/NGAL were significantly higher in mice exposed to ozone in the follicular phase when compared to all the other groups. Lipocalin‐2/NGAL is secreted mostly by neutrophils during lung inflammation or injury (Xiao and Chen 2017). Therefore, upregulation of lipocalin‐2/NGAL levels in the follicular phase correlates with the increase in the percentage of neutrophils seen. Overall, when comparing inflammatory pathways, the follicular phase is associated with cell‐to‐cell signaling and interaction, cellular movement, immune cell trafficking, and lung injury biomarkers, while the luteal phase is characterized by inflammatory response, infectious diseases, organismal injury, and abnormalities.

Our findings in this mouse model have several clinical implications. Epidemiological studies in women have shown variations in lung function and asthma exacerbations throughout the menstrual cycle. Some women report worsening of symptoms in the periovulatory period, and with most complications occurring in the pre‐ or peri‐menstrual period (Zein and Erzurum 2015; DeBoer et al. 2018). Therefore, it is likely that asthmatic women exposed to high ozone levels during the follicular phase experience a worsening of symptoms versus asthmatic women exposed in the luteal phase. Alternatively, this could also apply to women with other inflammatory diseases, as well as healthy women. We believe clinical studies assessing the effects of environmental exposures in women should consider this variable when interpreting results (Fox et al. 1993).

When we compared lung mechanics in mice exposed to ozone in the follicular and luteal phases, we found that female mice exposed to ozone in the follicular phase exhibited significantly higher airway resistance at higher doses of methacholine than females exposed to ozone in the luteal phase. These findings were consistent with a previous study showing differences in airflow capacity in the luteal phase versus follicular phase in women with asthma (Farha et al. 2009). One explanation for these results is that inhaled ozone reacts with substrates including lipids and proteins in the lung lining fluid, initiating a number of cellular responses in the lung epithelium (Mudway and Kelly 2004). The resulting production of cytokines and chemokines and increased expression of cell surface molecules can influence activation of immune cells in the pulmonary microvasculature and their extravasation into the interstitial space and airways. It is likely that these reactive byproducts can directly damage lung compartments and/or increase mucus production, resulting in the observed changes in airway physiology and increased lung resistance. Moreover, studies have shown that estrogen can also upregulate mucus production in airway epithelial cells, and that progesterone can decrease contractility and increase relaxation of bronchial smooth muscle cells, thus contributing to the observed differences in lung function parameters of females exposed to ozone in the luteal versus the follicular phase (Sathish et al. 2015).

While our results support the hypothesis that circulating female hormone levels in each cycle phase can influence the inflammatory response to ozone, our study has several limitations. One limitation is the grouping of estrous cycle stages into follicular and luteal phases. It is likely that specific hormonal or nonhormonal changes associated with each estrous cycle stage could influence the inflammatory response to ozone. Future studies involving higher number of animals are likely to address this limitation. Such studies should also consider circadian variations in gonadal and pituitary hormone levels in the rodent (Silveyra et al. 2007a, 2009). A second limitation of our model is the use of whole lung tissue to study gene expression differences. As conducted, our approach cannot identify changes in specific cell types, such as resident or recruited immune cells, as well as in lung compartments such as the endothelium or vascular, which have been identified as important contributors of sexual dimorphism in lung diseases such as asthma (Prakash 2016). In fact, some of the differential gene expression networks identified display associations with connective tissue disorders, cell‐to‐cell signaling, and hematologic systems. In addition, the gene expression array used was selected to assess genes associated with inflammatory and autoimmunity responses. Additional gene expression changes triggered by ozone in the lung may be detected in future studies using high throughput gene expression detection techniques. Finally, this study was conducted in only one mouse strain. This is considered a study limitation, since it is known that the response to acute ozone exposures is strain‐specific in mice (Kleeberger et al. 1993). Future experiments assessing hormonal influences in the response to ozone exposure should consider incorporating additional mouse strains.

In summary, the present study revealed differences in lung inflammatory gene expression, immune cell profiles, and lung function in response to ozone in female mice exposed at different phases of the estrous cycle. Our observations suggest that sex hormones can influence inflammatory processes in the lung, and that the effects of environmental exposures on women's lung health could be affected by hormonal status. Future studies should evaluate the role of specific sex hormones in the control of gene expression and cell signaling in response to ozone in both healthy and diseased lungs. These will help us understand the physiopathology of lung disease triggered by environmental exposures and hormonal status in women, and will likely uncover points of intervention for lung disease therapies that will be specific for women.

## Conflict of Interest

The authors declare that they have no conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

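Gene expression was measured in lung RNA of 34 female mice exposed to O3 (2 ppm) or FA for 3 h in the follicular or luteal phase and killed 4 h later. According to the paper, RNA was isolated with a Direct-zol kit, 400 ng was reverse transcribed with the RT2 First Strand Kit, and a PCR array of 84 inflammatory genes was run on a QuantStudio 12K Flex instrument. The paper's text does not give the threshold or baseline settings or the version of the software.

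The authors deposited raw threshold cycles (Ct, unit: cycles), 1 column per mouse, exported from the instrument software with no normalization, in which wells with no amplification are marked as undetermined. The authors also deposited a table of fold changes (ratio, linear scale), which they computed as 2 to the power of -ΔΔCt with the mean of 4 endogenous controls and 1 control sample as the calibrator. The table was recomputed from the Ct values to learn which wells, which mouse and which value for wells with no Ct had been used. With reference wells H1, H2, H3 and H5, FA diestrus replicate 1 as the calibrator and a Ct of 36 for wells with no Ct, 100% of the 3026 values were equal to the rounding of the table (largest difference 0.0005), against 93.7% with a Ct of 35, 37 or 40. In 12 array wells, a Ct above 36 in 1 mouse stood beside no Ct in another, so that with 36 the mouse with no Ct received the lower Ct of the 2.

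The files give well positions without gene names. A well was assigned a gene when the difference of its mean linear fold changes between the groups was the value printed in Table 2 or 3, which named 17 wells. The colors of Fig. 4 were matched to the deposited values over all 34 mice for 19 genes, and 16 genes of the tables were matched to the same well in both ways; 3 genes came from Fig. 4 alone. The reference genes could not be told apart by name.

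Expression was computed from the Ct table as the mean Ct of wells H1, H2, H3 and H5 minus the Ct of the gene (-ΔCt, log2 scale), with a Ct of 40 for a well with no Ct, which no measured Ct exceeds. Because the reference Ct of the mouse enters -ΔCt, such a well can still have a higher -ΔCt than a measured well of another mouse. The precision of a Ct is limited at low expression: 25 Ct values of the array genes were above 36, 57 were above 35, and 58 of the 84 wells had a Ct in every mouse. The number of molecules behind a Ct is not known from the files, so no counting interval is given.

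Group means of the 4 groups of exposure and phase were fitted to all 34 mice with limma 3.58.1 in R 4.3.3, and 5 contrasts were tested with empirical Bayes moderation and Benjamini-Hochberg adjustment over the 84 wells (FDR under 0.05): O3 against FA in each phase, O3 follicular against O3 luteal, FA follicular against FA luteal, and the interaction of exposure and phase. A second model with 8 groups of exposure and stage gave O3 against FA in each stage. All adjusted p-values come from limma's moderated test, two-sided, unless a permutation test is named. The mean of the 14 upregulated genes of Table 3 and of the 4 genes the paper measured by real-time PCR was compared between groups with exact permutation tests, or with 100000 resamples for an interaction. Mice were clustered with complete linkage and Euclidean distance. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the rest.

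The model was tested on simulated data: in 20 rounds of 34 mice and 84 wells, 17 wells per round were changed by 3 SD in the follicular phase. Of the 340 changed wells 340 were recovered (100%), 4.49% of the follicular calls were false, and 1 call was made in the unchanged luteal phase over all rounds. The values were drawn independently and normally, with the same SD in every group, no missing Ct and no Ct formats. A change of 3 SD makes recovery nearly certain, so the test checks the code and not the calls in these data.

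The genes named in the text were fixed by rule: every array gene that the paper names in its results, Table 2, Table 3, Fig. 4 or Fig. 5 or in part A of Table 4 or Table 5, and for each contrast between exposure and phase groups the 5 wells with the smallest adjusted p past FDR 0.05, with the same sign in every fit that left out 1 mouse for O3 against FA. Of these, 20 genes could be placed in a well. Wells without a name are identified by position, for 2 wells only (A7 and D3), chosen after their values were seen. For the contrasts between phases, the alternatives were followed for 8 genes of the results text only, and for Ccl2, D3 and A7 as well between the O3 groups, a restriction decided after values had been seen.

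The alternatives tried were other reference wells (5 wells; each of the 4 alone; the mean Ct of the array genes with a Ct of at most 35 in every mouse, 55 wells), a Ct limit of 35, wells with no Ct left missing, only the 81 wells with a Ct of at most 35 in at least 50% of the mice of a group, a separate fit for each comparison, limma's trend and robust options, the authors' fold changes on the linear and the log2 scale, stages weighted equally, replicate number as a block, a permutation test per gene, the 4 mice numbered 31 to 34 in the labels left out, and each mouse left out in turn. Added after the data were seen were the number of decimals of the Ct values as a term, fits within 1 number of decimals, 3 of the 4 reference wells, the linear fold changes over 89 wells, and each FA mouse as the calibrator. IPA was left out because its knowledge base is not available here, and the real-time PCR of the separate mice because it has no deposited values. The 7 control wells H6 to H12 were used only as a check of the arrays.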

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

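The tests in this part were chosen only after the results they examine had been seen, apart from the test of the value given to wells with no Ct.

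In 75 combinations of a measure and a group of 4 to 10 mice, 16 held a mouse far from the others of its group (Dixon's test at the 95% level), where chance gives about 3.75. The mean Ct of wells H10 to H12, for which the deposited fold-change table has no values, was 27.5 in FA diestrus replicate 2 (19.7 to 20.7 in the other FA luteal mice) and 23.1 in O3 estrus replicate 1 (19 to 20.6 in the other O3 follicular mice). FA diestrus replicate 2 also had the highest -ΔCt of the FA luteal mice for Ccl17 (-3.81), Ccl19 (-1.95), Ccl7 (-6.65) and Fos (-3.52), and FA diestrus replicate 1 for Ccr2 (-4.30). O3 estrus replicate 1 had the highest -ΔCt of the O3 follicular mice for Cxcl3 (-7.05), Il1r1 (-3.76) and Nos2 (-10.15). In the O3 luteal mice, O3 diestrus replicate 2 was the lowest for Cd14 (-6.26), O3 diestrus replicate 3 for Cxcl3 (-13.80) and O3 metestrus replicate 1 for Il6 (-11.59).

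Of the 16 values, 10 came from the 3 mice, of 22 in the tested groups, whose Ct values have more than 6 decimals. Of the 224 choices of as many mice from the same groups, 2 held as many such values (share 0.00893). A difference between the plates or runs behind the Ct formats is therefore a candidate explanation for these 10 values. The values are mixed. FA diestrus replicate 1 also has more than 6 decimals, but its mean Ct of wells H10 to H12 was 19.9 and its Ccl17 -5.34. Both lie within the range of the FA luteal mice with fewer decimals, so not every mouse of the format shared these shifts. FA proestrus replicate 1, also with more than 6 decimals, had a mean Ct of wells H10 to H12 of 23.6. For the gene values, a difference between mice in stage or in the tissue taken stays open. The 3 mice are few, the labels name no plate or run, and no biological explanation was tested. Wells H10 to H12 are control wells, so their shift is not a difference in the expression of an array gene. In FA diestrus replicate 2 the control wells H7, H8 and H9 were also high, at a Ct of 26.4, 26.4 and 27.4. They ranged from 21.5 to 22.8 in the other FA luteal mice. The gene values of FA diestrus replicate 2 and O3 estrus replicate 1 may share what shifted their control wells. These mice were kept in the main fits. The other 6 values were in mice with 3 decimals, which leaves them unexplained by the format. Without FA diestrus replicate 2, the number of wells past FDR 0.05 in the luteal phase was 24 in place of 18, and Ccl19, Cxcl10 and Fos were among them.

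Of these 6 values, 3 were wells with no Ct, given a Ct of 40: Cxcl1 (-17.57) and Nos2 (-17.57) in O3 diestrus replicate 2, and Cxcl3 (-18.62) in FA diestrus replicate 4. With every Ct above 35 and every well with no Ct set to 35, 1 of the 3 was still far from its group, so for the other 2 a low expression and the value given to such wells cannot be told apart. Without O3 diestrus replicate 2, the number of wells past FDR 0.05 in the luteal phase was 10 in place of 18, the log2 fold change of Nos2 was -0.91 in place of -2.11, and that of Cxcl1 was 2.88 (limma adjusted p = 0.0187) in place of 1.88 (0.143). Over the alternatives on the log2 scale, the adjusted p of Cxcl1 in the luteal phase ranged from 0.0235 to 0.328.

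Wells past FDR 0.05 outside the genes of Table 2, Table 3 and Fig. 4 are wells for which the paper reports no result. In the follicular phase there was 1 such well, with a log2 fold change of 3.05 (limma adjusted p = 0.0484). With the Ct format as a term, 0 of this 1 well passed. A single well near the threshold decides nothing, so an effect of O3 and a difference between the plates or runs behind the formats cannot be told apart for it.

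In the luteal phase there were 8 such wells, 6 lower and 2 higher after O3. The largest named by position, A7, had a log2 fold change of -2.48 (limma adjusted p = 0.00458) and was singled out after its value was seen. With the Ct format as a term, 5 of the 8 wells stayed past FDR 0.05 in the same direction, which argues against a difference between the formats as their whole cause. The other 3 were no longer past it, and for them exposure and the plates or runs behind the formats cannot be told apart, since each of the 6 O3 luteal mice has 3 decimals while 3 of the 8 FA luteal mice have more. An effect of O3 in the luteal phase remains open for all 8 wells.

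Between O3 follicular and O3 luteal mice there were 5 such wells, all higher in the follicular mice. The smallest adjusted p was that of D3 (log2 difference 2.10, limma adjusted p = 0.0282) and A7 (2.26, 0.0282), both singled out after their values were seen. No well of this comparison passed with the Ct format as a term, when D3 was at 1.89 and A7 at 1.33. Each of the 2 calls was lost without O3 diestrus replicate 2 (adjusted p = 0.0895 for both). In FA mice, which share no mouse with this comparison, the median difference between mice with 6 and with 3 decimals was 2.03 over all 7 wells past the threshold, Cxcl5 and Cxcl1 included, so the format may account for part of the difference in some of them. Of the wells named here, A7 differed between formats by 1.20 (standard error 0.467, limma adjusted p = 0.0668) and D3 by -0.00336 (standard error 0.295, limma adjusted p = 0.991), neither past FDR 0.05. An effect of the cycle phase stays open for these wells.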

How the results depend on the processing

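The values below repeat each result with 1 choice changed at a time. The tests with the number of decimals of the Ct values, with 3 of the 4 reference wells, with 89 wells or other calibrators, and of the correlation without the named genes were chosen only after the results were seen; the other alternatives were set before the data were examined. For none of the changes below was the cause tested, unless stated.

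Of the 520 repeats for genes named in the follicular phase outside the fits that left out 1 mouse, 481 kept their direction and their side of FDR 0.05, 31 were weaker, 7 stronger and 1 reversed. A value counted as weaker or stronger only by crossing FDR 0.05, whatever the size of its estimate. With H2 alone, for example, Ccl17 counted as weaker at 1.42, which was above its main estimate. In the luteal phase 434 of 500 kept both, 36 were weaker and 30 stronger. Between O3 follicular and O3 luteal mice 230 of 275 kept both, 33 were weaker, 11 stronger and 1 reversed, and for the interaction 162 of 176, with 6 stronger and 8 reversed. These tallies of the contrasts between phases cover 11 and 8 wells only, a restriction decided after values had been seen. Over the 20 named genes, D3 and A7, the sign was opposite in 18 of 550 values between the O3 groups, 37 of 484 for the interaction, 7 of 572 in the follicular and 0 of 550 in the luteal phase, and over all 84 wells in 130 of 2094, 151 of 1842, 130 of 2181 and 76 of 2094. In the fits that left out 1 mouse, 666 of 680 follicular, 663 of 680 luteal, 344 of 374 O3 follicular against O3 luteal and 269 of 272 interaction values kept both.

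The reference wells moved the counts. With the mean Ct of the array genes, 30 wells passed in the follicular phase (15 higher and 15 lower, against 16 and 3), 1 well, lower, passed for the interaction, and 20 passed in proestrus; Myd88 in the follicular phase reversed to -0.14 and the interaction of Cxcl2 to -0.13. The luteal split was 13 and 13, against 10 and 8. With 5 reference wells 12 wells differed between O3 follicular and O3 luteal mice, without H2 12, with H1 alone 18 and with H3 alone 0 (17 at an unadjusted p under 0.05), against 7. Without H5, 6 wells passed in diestrus. With H3 alone, 9 passed in the luteal phase and the interaction of Cxcl2 was -0.080. With H2 alone, 10 passed in the follicular phase, 6 in the luteal phase, 0 between O3 follicular and O3 luteal mice (7 at an unadjusted p under 0.05), 2 each in diestrus and metestrus (Ccl20 and Il6) and 4 in proestrus, and the difference between O3 follicular and O3 luteal mice was 1.20 (exact two-sided p = 0.0906) for the 14 genes and 1.22 (0.129) for the 4 real-time PCR genes. The choice of reference wells shifts all wells of a mouse together. The median log2 fold change of all wells in the follicular phase, 0.29, was -0.10 with the mean of the array genes. It was 0.37 with H1, 0.50 with H2 and 0.08 with H3. In the luteal phase the median was -0.12, against 0.03 with H2. Between O3 follicular and O3 luteal mice it was 0.58, against 0.24 with the mean of the array genes and 0.83 with H1. With the Ct format as a term, which is fitted for each well separately, the median was 0.11 in the follicular and 0.11 in the luteal phase.

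The Ct format moved the comparison of the O3 groups. As a term, it left 0 wells between O3 follicular and O3 luteal mice (14 at an unadjusted p under 0.05), gave 11 in metestrus, and reversed the interaction of Ccl20 (-0.63) and Il6 (-0.013). In the 3-decimal mice alone, 0 wells passed between the O3 groups (9 at an unadjusted p under 0.05), the difference was 0.81 for the 14 genes and 0.98 for the 4 genes (exact two-sided p = 0.0595 for each), Myd88 between the O3 groups reversed to 0.25, and the interactions of Ccl20 and Il6 to -0.48 and -0.54. Without the 4 mice numbered 31 to 34 in the labels, the 4 with more than 6 decimals, 29 wells passed in the luteal phase and 4 between the O3 groups (A7, Cxcl5 and D3 higher and 1 lower, with no name), and the interactions of Ccl20 and Cxcl2 were -0.17 and -0.13. Fewer mice enter these fits.

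The scale and the low values moved others. With the deposited linear fold changes 3 wells passed in the luteal phase, 2 for the interaction (Ccl20 and Cxcl1), and 0 in diestrus and in metestrus. Over 89 wells the luteal and interaction counts were again 3 and 2. The median luteal count over calibrators was 3, nearly fixed because a calibrator only rescales each well. With separate fits of the linear values, 6 passed in the luteal phase and 0 between the O3 groups (14 at an unadjusted p under 0.05). The log2 of the deposited table gave 4 between the O3 groups, 1 for the interaction, with no name, and 1 mouse outside the cluster of its exposure. With a Ct limit of 35, 4 wells passed for the interaction (Cxcl5, Cxcl1, A7 and 1 other) and 6 mice fell outside their cluster; all array wells moved 11 mice and unit variance 3. The permutation test per gene left 3 wells between the O3 groups (Ccl20, Cxcl5 and Cxcl1), and equal weights for the stages 1 (D3). The correlation across genes was 0.061 without the 20 named genes. Wells with no Ct limit the size of the fold changes of Il6, Cxcl5, Ccl20 and Cxcl1.

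Across the 34 fits that left out 1 mouse each, 17 to 23 wells passed in the follicular phase, 0 for FA follicular against FA luteal and for the interaction, and 9 to 13 in proestrus. In the luteal phase 10 (without O3 diestrus replicate 2) to 24 (without FA diestrus replicate 2) passed. Between O3 follicular and O3 luteal mice the range was 0 to 10: 0 passed without O3 diestrus replicate 1, 2 or 3, O3 estrus replicate 1, or O3 proestrus replicate 1, 2 or 5, 4 without O3 estrus replicate 2 or O3 metestrus replicate 2, and 10 without FA diestrus replicate 2. The range was 6 (without O3 diestrus replicate 2) to 18 (without FA diestrus replicate 3) in diestrus, 1 (without O3 metestrus replicate 1; 2 without O3 metestrus replicate 2 and 3 without FA metestrus replicate 4) to 7 in metestrus, and 5 (without O3 estrus replicate 1) to 17 (without O3 estrus replicate 2) in estrus. The interaction of Cxcl2 ranged from -0.12 (without O3 diestrus replicate 1) to 0.42.

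The labels number the mice within each group. The correlation between mice of different groups with the same number was 0.058 on average (98 pairs), against -0.014 for different numbers (402 pairs), so the numbers do not pair the mice. With the replicate block, 18 wells passed in the follicular phase (15 higher and 3 lower), 15 in the luteal phase (8 and 7), 7 between the O3 groups and 0 for the interaction (16 at an unadjusted p under 0.05).

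Alternatives that name a reference gene (such as B2m alone) were not run by name, because the files do not say which well holds which gene, and each of the 4 wells was used alone in their place. The test of the share of chemokine genes was not run, because 64 wells have no name.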

Differences from the paper's values

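The tests used here were set before the values were seen, except where a setting is said to be chosen after seeing the values.

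In the luteal phase, 18 wells passed FDR 0.05 against the paper's 3 genes, and 10 were higher after O3 against the paper's 3. Of the alternatives set before the data were examined, only the linear fold changes of the deposited table gave the paper's total, with 3 wells, the genes of Table 2; the same values in separate fits gave 6. For the number of higher genes, reference well H2 alone (4 wells) also closed the gap. Linear fold changes over 89 wells, chosen after seeing the values, gave 3 as well. So did each of 20 FA mice as the calibrator, also chosen after seeing the values. That count is nearly fixed by construction, since a calibrator only rescales each well, so it adds no separate match. The follicular counts were 16 higher and 3 lower against the paper's 14 and 2, and with the linear fold changes 14 and 2.

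The column that Tables 2 and 3 call logFC is, for all 19 entries, the difference between the mean linear fold changes of the deposited table (for Ccl20, 105.174). The wells were named by this match, so the equality of these values is built in and is no separate comparison with the paper. The log2 fold changes given at the claims are on another scale.

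The FDRs of the luteal genes differed. Myd88 had 0.0150 against the paper's 0.024; the linear fold changes, the mean of the array genes, the permutation test per gene, reference well H1 alone, the replicate block, separate fits and stages weighted equally closed the gap, and the other alternatives set before the data were examined did not. Ptgs2 had 0.00178 against the paper's 0.020, closed by the linear fold changes and the permutation test. Ccl17 had 0.000821 against the paper's 0.020, closed by these and by reference well H3 alone. For each of these genes the linear fold changes over 89 wells, chosen after seeing the values, also closed the gap, and for Myd88 so did the sets of reference wells without H1, H3 or H5 and the 3-decimal mice alone, all chosen after seeing the values.

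The FDRs of Table 3 are compared as ratios. Ccl20 had an adjusted p of 1.03e-06, 92.1 times the paper's, Ccl7 0.00817, 18.0 times the paper's, and Cd14 6.44e-05, 0.0126 times the paper's. None of the alternatives set before the data were examined closed the gap for these 3 genes; for Cd14 the 6-decimal mice alone, chosen after seeing the values, did. For 11 other genes, the alternatives named in parentheses closed the gap and the rest of those set before the data were examined did not. Cxcl5 had 1.21e-06, 2.33 times the paper's (limma's trend and robust options, H2 alone, H5 alone), Cxcl2 2.46e-06, 2.64 times the paper's (5 reference wells, Ct limit of 35), Cxcl1 0.000106, 10.9 times the paper's (separate fits), and Nos2 0.0392, 4.83 times the paper's (H3 alone). Il6 had 1.49e-07, 0.151 times the paper's (replicate block, stages weighted equally), Cxcl10 8.15e-06, 0.184 times the paper's (replicate block), Ccl2 2.03e-05, 0.0445 times the paper's (H5 alone), and Ltb 0.00239, 0.140 times the paper's (linear fold changes). Ptgs2 had 2.32e-07, with the paper's 1960 times as large (H2 alone), Ccl11 4.31e-06, 0.00947 times the paper's (H2 alone), and Ccl17 0.00153, 0.299 times the paper's (linear fold changes, replicate block, separate fits). For Fos and Il1r1 the values did not differ by more than 1.5 times.

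Sets of 3 reference wells, chosen after seeing the values, also closed the gap for Cxcl5 (without H3), Cxcl2 (without H2), Cxcl10 (without H5) and Ccl17 (without H1), and the linear fold changes over 89 wells, chosen after seeing the values, for Ccl17 and Ltb. Leaving out 1 mouse closed it for Myd88 in 17 of 34 fits, for Cxcl5 without FA estrus replicate 1, FA proestrus replicate 4 or 6 or FA metestrus replicate 1, for Cxcl2 without FA diestrus replicate 2 or FA estrus replicate 4, and for Il6 without O3 estrus replicate 1 or O3 proestrus replicate 1, 2, 3 or 5. It also did so for Cxcl1 without O3 diestrus replicate 2, for Cxcl10 without O3 estrus replicate 1 or O3 proestrus replicate 2 or 5, and for Ccl17 in the follicular phase without O3 estrus replicate 1 or O3 proestrus replicate 2.

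The FDR was within 1.5 times of the paper's for 2 of 16 follicular and 0 of 3 luteal genes here. With the linear fold changes it was within 1.5 times for 2 of 16 and 3 of 3, and with these in separate fits for 0 and 0.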

Other observations

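The tests in this part were chosen only after the results they examine had been seen, with the following exceptions. The comparison of Ct formats within the FA mice had its prediction written first. The alternatives not listed above as added after the data were seen had been set before the data were examined.

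Other splits of the same mice gave as many wells past FDR 0.05 as the real one in 1 of 100 splits (the real one) for O3 against FA in the follicular phase, and likewise in 1 of 100 for the luteal phase and for O3 follicular against O3 luteal. Between FA follicular and FA luteal mice 0 wells passed and 5 had an unadjusted p under 0.05, and 33 of 100 splits gave as many. For the interaction 0 wells passed and 19 had an unadjusted p under 0.05, and 2 of 100 splits gave as many.

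A difference between the plates or runs behind the Ct formats is a candidate explanation for part of the higher expression in O3 follicular than in O3 luteal mice. If it were one, the 7 wells past FDR 0.05 would also be higher in FA mice with 6 decimals (n = 4) than with 3 (n = 13), and FA mice share no mouse with the comparison. Of the 7 wells, 6 were higher, with a median log2 difference of 2.03, which 3 of the 990 splits of the FA mice within phase reached (share 0.00303). Over the 84 wells, the difference between formats correlated with that between the O3 groups with r = 0.68 across genes, which are not independent replicates, and 4 of 990 splits reached it. In the FA mice, 25 wells passed FDR 0.05 between formats, 17 of them higher with 6 decimals; Cxcl5 differed by 5.98 (standard error 0.547, limma adjusted p = 3.52e-07) and Cxcl1 by 2.03 (standard error 0.882, limma adjusted p = 0.0926). Among the O3 mice alone, the 5 with 6 or more decimals, all follicular, against the 9 with 3 gave 18 wells past FDR 0.05, and phase gave 7. The median of the 7 wells, 3.12 over all mice, was 1.52 with the format as a term and 1.22 in the 3-decimal mice, and that of all wells, 0.58, was 0.28 and 0.20. The 7 wells were picked because they were higher in these O3 mice, so a remaining difference is partly built in, and no well passed FDR 0.05 in either fit. Whether a difference between the phases remains beyond the format is left open, and the labels do not say what the formats stand for.

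For the interaction of exposure and phase, 6 wells had an unadjusted p under 0.05 with the Ct format as a term, against 19 without it. Every group holds 3-decimal mice, and in these alone 0 wells passed FDR 0.05 and 6 had an unadjusted p under 0.05. Fewer mice enter that fit, and the O3 luteal group holds 1 format only. How much of the lower number is due to the format is therefore left open.

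More wells passed FDR 0.05 in the follicular than in the luteal phase on the linear fold-change scale, 16 against 3 with all groups fitted together and 18 against 6 in separate fits. The smaller number of luteal mice alone would leave the follicular count near 3 at the luteal group sizes, and the median of 100 draws was 14, which argues against it. On the log2 scale of the same deposited table, 16 wells passed in the luteal phase and 19 in the follicular phase, so the linear scale may account for the gap. In separate fits, which share no spread between the phases, the linear values gave 18 and 6 and the log2 values 18 and 13. A gap on the linear scale thus remained without a joint fit. Its size did depend on the fit, since the luteal count was 6 in place of 3. How the scale acts was not tested; no biological explanation of the gap on that scale was tested, and the number of wells past a threshold is no test of a difference between phases.

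A change of the reference genes after O3 would move every well. Their mean Ct differed between O3 and FA by -0.454 in the follicular phase (exact two-sided permutation test, p = 0.333) and by 0.610 in the luteal phase (p = 0.339). With the mean Ct of the array genes in place of the reference wells, 18 of the 19 follicular wells and 18 of the 18 luteal wells stayed past FDR 0.05 in the same direction, which argues against the reference genes as the cause of these calls. O3 exposure remains open as their cause.

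In the array mice, the 4 genes that the paper measured by real-time PCR in other mice were compared between 8 O3 follicular and 6 O3 luteal mice. Their mean -ΔCt was -6.99 ± 0.841 (SD) and -8.33 ± 0.584, a difference of 1.33 (exact two-sided permutation test, p = 0.00699), with 6 of 8 O3 follicular mice above every O3 luteal mouse. In the 3-decimal mice it was 0.98 (exact two-sided permutation test, p = 0.0595). The log2 difference was 2.36 for Ccl20, 1.22 for Ccl2, 0.97 for Il6 and 0.78 for Cxcl2, with exact two-sided permutation p of 0.000333, 0.00733, 0.166 and 0.130, and 0.00133, 0.0147, 0.166 and 0.166 when adjusted over the list alone. Over all 84 wells, limma's adjusted p was 0.233, 0.0648, 0.542 and 0.327. Over the alternatives on the log2 scale it ranged from 0.0140 to 0.680 for Ccl20, from 0.0282 to 0.611 for Ccl2, from 0.239 to 0.909 for Il6 and from 0.171 to 0.755 for Cxcl2, the highest for Ccl20 with the Ct format as a term and for Ccl2 and Il6 in the 3-decimal mice. Ccl20 passed FDR 0.05 with the Ct limit of 35 (0.0374), with wells with no Ct left missing (0.0178), in separate fits (0.0467) and with the permutation test per gene (0.0140). Ccl2 passed with H1 alone (0.0282), 5 reference wells (0.0391) and 3 wells without H2 (0.0323), and without O3 metestrus replicate 3 (0.0387), and on the linear scale with all groups fitted together Ccl20 (2.02e-05) and Il6 (0.0355) passed. The study chose this list on these mice, so the values adjusted over the list alone are not independent evidence. The interaction of the mean with phase was 0.70 (two-sided permutation test, p = 0.336), and -0.17 in the 3-decimal mice (0.844).

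Within the stages, O3 against FA gave 10 wells past FDR 0.05 in diestrus (3 O3 and 4 FA mice, 5 higher and 5 lower; 1 of 35 splits gave as many), 6 in metestrus (3 and 4 mice, all higher; 1 of 35 splits), 12 in proestrus (5 and 6 mice, 10 higher and 2 lower; 1 of 100 splits) and 12 in estrus (3 and 6 mice, all higher; 1 of 84 splits). Each count includes the real split. The number fell to 6 in diestrus without O3 diestrus replicate 2, to 1 in metestrus without O3 metestrus replicate 1 and to 5 in estrus without O3 estrus replicate 1. In diestrus it rose to 18 without FA diestrus replicate 3.

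Across the 84 wells, the log2 fold changes of the follicular and luteal phases correlated with Pearson's r = 0.72 and Spearman's rho = 0.49 (across genes, which are not independent replicates). In the 3-decimal mice r was 0.76. The phases share no mice, and 200 draws of FA mice alone gave a median r of 0.01 (-0.46 to 0.42 for 95% of the draws). Without the 20 named genes, 64 wells gave r = 0.06. With 5 reference wells r is the same by construction, since the choice shifts all wells of a phase together.

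Differences of linear fold changes depend on the mouse chosen as the calibrator, which rescales each gene. With each of the 20 FA mice in turn, the difference in the follicular phase ranged from 35.2 to 3026 for Ccl20 (median 187) and from 21.2 to 7823 for Cxcl5 (median 261), and it was larger for Cxcl5 than for Ccl20 with 8 of the 20. The counts past FDR 0.05 were 15 to 16 in the follicular phase and 3 in the luteal phase, nearly fixed by construction, since a calibrator only rescales each well.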
